A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Integrative sRNA, DNA Methylation, and Transcriptomics Reveals Dynamic Epigenetic Reprogramming of Meloidogyne javanica-Induced Galls in Arabidopsis" (2026).

How the data were processed

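RNA was measured by strand-specific, poly(A)-enriched RNA-seq in 6 libraries of Arabidopsis thaliana (ecotype Col-0). Of these, 3 libraries came from galls, the root swellings that the root-knot nematode Meloidogyne javanica induces, and 3 came from equivalent segments of uninfected roots (root control, RC). Both tissues were collected 14 days post inoculation (dpi). Each library was made from its own pool of hand-dissected galls or root segments. Groups and replicate numbers were taken from the labels.

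Per the study's methods, the authors trimmed adapters with Cutadapt, aligned the read pairs with STAR to a composite genome of Arabidopsis (TAIR10) and M. javanica, and counted reads per gene with HTSeq-count in reverse-stranded mode on the Araport11 annotation. The composite genome was meant to draw off nematode reads, and no nematode table was analysed here. The alignment allowed a few multimapping positions. HTSeq-count by default leaves out reads placed at several positions, so genes with a near-identical copy can be undercounted. The deposited normalized counts are a signal: gene read counts divided by one factor per library by the authors. The methods name TMM factors and edgeR's likelihood ratio test, whereas the deposited comparison table has the column names of a DESeq2 result. The tool that scaled the deposited normalized counts is not given in the sources used here. That table holds, as the authors deposited them, a mean normalized count (baseMean), a log2 fold change of gall over RC, its standard error and test statistic (each a score), a p-value and an adjusted p-value per gene.

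The deposited table had 38194 genes, and each of its values was a whole multiple of the smallest value in its column. Dividing by that step gave whole reads for 100% of values, within 0.001 of a whole number. The recovered totals ran from 23910821 to 30802128 reads per library. A total of 27006 genes had at least 1 read, and 11188 genes had 0 reads in all 6 libraries. Counting error alone (Poisson, from the reads summed per group) was under 0.5 times the fitted standard error of the log2 fold change for 59.2% of the tested genes. For genes with a mean normalized count of 10 to under 50 it was a large part, with a median of 0.20 against 0.28. The median standard error of the log2 fold change was 0.28 for 2616 genes with a mean normalized count of 10 to under 50, and 0.10 for 3568 genes with a mean of 1000 or more. Replicates of one group differed beyond sampling noise: the chi-square per gene, which is about 1 for repeat counts of one library, was 9.95 to 39.6 over the 6 pairs within groups, so no library was counted as a repeat of another. Intervals and floors cover counting error only.

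Changed genes were tested with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), for genes with a mean of at least 10 over the 6 libraries (19516 genes). The design had the group alone, eBayes used an intensity trend, the test was two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A fold change is on the log2(value + 1) scale and understates the change of low genes. The study's methods state a count model. limma was chosen in its place while the deposited values were known only as normalized counts, before whole reads were recovered from them, and it too had no covariate and a threshold of 0.05. The count models edgeR 4.0.16 (quasi-likelihood and likelihood ratio tests) and DESeq2 1.42.0 were run on the recovered reads as alternatives. Gene sets were tested with limma's camera at its preset inter-gene correlation of 0.01. They came from lists of Arabidopsis genes (HD-ZIP III, miR156-targeted SPL, miR172-targeted AP2-like, G2/M cell cycle, DNA replication, hypoxia response, RNA-directed DNA methylation, DNA methylation maintenance, DNA demethylases, miRNA pathway, root hair, endodermis and suberin, xylem secondary wall, phloem, photosynthesis, clock morning and clock evening genes) and from words in gene descriptions (cell wall enzymes and proteins, cellulose synthase family, core histones, ribosomal proteins, cytochrome P450, UDP-glycosyltransferases, LBD, DOF and ZF-HD transcription factors, transposable element genes). Sets with at least 4 tested genes were tested, which left 24. The set of transposable element genes matched 0 descriptions. Description matching is coarse: the UDP-glycosyltransferases, for example, hold the starch synthase GBSS1.

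Gene descriptions, positions, exon lengths and GC content came from the RefSeq annotation of TAIR10.1. The deposited tables hold no coordinates. Gene identifiers were matched by locus tag, which found 37898 of the 38194 genes (99.2%). Positions are 1-based on TAIR10.1. Exons are merged over transcripts. For each named gene, the share of 100-base windows of its exons with an exact second copy in the genome was computed.

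Named genes followed a rule: the 5 genes with the highest and the 5 with the lowest log2 fold change past the threshold, with a mean of at least 100 and no overlap between the groups; 15 genes that the study follows; and, in a reported set, up to 3 members with the largest absolute log2 fold change and a mean of at least 50. Members that make up a short count are also named, and those outside the rule are pointed out as chosen after their values were seen. The groups, tests, lists, naming rule and most alternatives (listed below) were fixed before the data were examined here. The study had already reported results from these libraries for some of the listed genes and gene sets. Fixing the lists beforehand therefore does not make them independent of these data.

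The fits were tested on simulated data: counts drawn for the same 19516 genes and library sizes, with 200 genes changed by known folds in gall against RC. limma recovered 92.5% of the changed genes, and 8.42% of its 202 calls were false, against a nominal 5%. edgeR's quasi-likelihood test recovered 93.0% with 9.27% false, its likelihood ratio test 96.0% with 20.0% false, and DESeq2 96.0% with 15.4% false. These shares come from a single draw, too few calls to place limma firmly above 5%. Far more genes were called in the data (8421 by limma) than were changed in the simulation. The share of false calls depends on how many genes are unchanged, so these shares do not carry over to the real calls. On simulated sets over the same genes, camera called 5 of 5 shifted sets and 0 of 40 unshifted sets. The simulated genes were drawn independently of each other. This check therefore could not test whether the preset inter-gene correlation suits real sets.

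The alternatives were a pseudocount of 0.5 or 8, no low-value filter or a mean of at least 50, TMM or quantile scaling, no intensity trend, the replicate number as a block, the count models, leaving out each library, and a threshold of 0.01. For gene sets, a Wilcoxon rank test, fry, an estimated inter-gene correlation and a correction for exon length and GC content were added to these. A clock index as covariate, DESeq2 on all genes with a read, and a rank test of uncorrected fold changes were chosen after seeing the data. Small RNA and methylation data of the study were not analysed here.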

Results

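The transcriptome of galls was compared with that of uninfected root segments at 14 dpi, the mid-to-late stage of the infection, when the nematode feeds from giant cells inside the gall. The data comprised 3 gall libraries and 3 RC libraries. In the gall libraries, 25477715, 25300596 and 30802128 reads were assigned to Arabidopsis genes in replicates 1, 2 and 3. In the RC libraries the totals were 23910821, 24748686 and 24828572 reads. The 10 most abundant genes took 4.93% to 5.23% of the reads in galls and 6.45% to 6.87% in RC, so no library was dominated by a few transcripts. Values below are normalized read counts as mean ± SD over 3 libraries per group, and adjusted p-values are from limma unless another tool is named.

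Libraries of the same group resembled each other more than libraries of different groups. Over the 19516 genes tested, the Pearson correlation of log2 values was 0.979 to 0.991 within groups and 0.910 to 0.938 between groups. These correlations are across genes, which are not independent replicates. The first principal component held 78.7% of the variance and separated all 3 galls from all 3 RC libraries, and the second held 8.02%.

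The first comparison asked which genes change in galls. limma called 8421 of the 19516 genes at an adjusted p under 0.05, with 3750 higher and 4671 lower in galls. A change of at least 2-fold was fitted for 862 of the higher and 1482 of the lower genes. Of the other settings chosen beforehand, the threshold of 0.01 moved the number most, to 4786 genes. edgeR's quasi-likelihood test on the recovered reads called 8516 genes, of which 8066 were called by limma with the same sign. The balance between higher and lower genes depended on the scaling. Under quantile normalization, 4404 genes were higher and 4145 were lower, so the majority changed side, although the share of higher genes moved only from 44.5% to 51.5%. The median log2 fold change of all tested genes was -0.01, and it was 0.04 under quantile normalization.

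The authors' deposited table called 8251 genes at an adjusted p under 0.05, with 3579 higher and 4672 lower in galls. Of the genes called in the authors' deposited table, 7466 were called by limma with the same sign and 0 with the opposite sign. These were 90.5% of the calls in the authors' deposited table and 88.7% of limma's calls. Only 7833 of the 8251 genes called in the authors' deposited table were among the genes tested by limma. A further 955 genes were called by limma and not by the authors' deposited table.

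Among genes that met the naming rule (mean of at least 100), the largest increases were seen in genes almost silent in RC. AT3G44870, a predicted S-adenosyl-L-methionine-dependent methyltransferase with 3 exons on chromosome 3 (16382219 to 16383605), had 962 ± 233 normalized counts in galls and 0.653 ± 0.653 in RC (SD, n = 3). It had 5305 reads in the galls and 3 in RC, a ratio of 1484 with a 95% counting interval (exact, binomial) of 507 to 7197. AT1G12805, a single-exon gene described as a nucleotide binding protein on chromosome 1 (4366577 to 4367136), had 586 ± 362 normalized counts in galls and 0 reads in every RC library. Against a floor of 3 reads over the RC group, the ratio was 890. This is not a lower bound, because the exact 95% counting interval of the ratio had a lower limit of 723. AT2G17850, a rhodanese-like gene with 2 exons on chromosome 2 (7760005 to 7760839), had 2797 reads in galls and 1 in RC, a ratio of 2347 with an interval of 421 to 92722. The homeobox gene STM (AT1G62360; 4 exons, chromosome 1, 23058582 to 23062063) had 244 ± 56.8 normalized counts in galls. It had 1352 reads in galls and 1 in RC, a ratio of 1134 with an interval of 203 to 44836. WOX2 (AT5G59340; 2 exons, chromosome 5, 23933338 to 23935050), a WUSCHEL-related homeobox gene, had 254 ± 25.6 normalized counts in galls and 1.53 ± 0.374 in RC, with a log2 fold change of 6.66 ± 0.22 (SE) and an adjusted p of 4.3e-06 by limma.

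The strongest decreases among genes that met the same rule are given next. With a mean of at least 100, a strongly lowered gene must be well expressed in RC. DIR5 (AT1G64160), a single-exon dirigent-like gene on chromosome 1 (23813943 to 23814839), fell from 344 ± 163 in RC to 14.9 ± 2.36 in galls, a log2 fold change of -4.30 ± 0.37 (SE). AT1G15125, another predicted methyltransferase (3 exons, chromosome 1, 5204312 to 5205964), had a log2 fold change of -4.20 ± 0.68, and its 3 galls ranged from 26.4 to 272 normalized counts. The lectin gene AT3G16530 (1 exon, chromosome 3, 5624326 to 5625519) had a log2 fold change of -4.17 ± 0.39. The laccase gene LAC2 (AT2G29130; 6 exons, chromosome 2, 12524827 to 12527803) fell from 660 ± 71.9 to 42.2 ± 12.2, a log2 fold change of -3.97 ± 0.21. CYP82C2 (AT4G31970; 3 exons, chromosome 4, 15462350 to 15464563) had a log2 fold change of -3.76 ± 0.45. The adjusted p-values of these 5 genes from limma ran from 1.7e-05 for LAC2 to 0.0020 for AT1G15125. No 100-base exon window of the 10 genes had an exact second copy in the genome. All 10 calls held under each other normalization, filter, test and left-out library, and with a clock index as covariate, where the adjusted p was highest for AT1G15125 (0.017).

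The second comparison concerned 15 genes that the study follows by other assays or as targets of small RNAs. The study names some of them from its own analysis of these libraries, so their calls are not independent evidence. Of the 15 genes, 10 were called, all higher in galls, and 10 were called when p-values were adjusted over the list alone. The hemoglobin gene AHB1 (AT2G16060; 4 exons, chromosome 2, 6982531 to 6983777) rose from 1104 ± 49.4 to 12210.2 ± 2920, a log2 fold change of 3.44 ± 0.15 (SE; adjusted p by limma 7.7e-06). HRA1 (AT3G10040; 1 exon, chromosome 3, 3096345 to 3098417) rose from 228 ± 33.6 to 1759 ± 366, a log2 fold change of 2.93 ± 0.17. TCP10 (AT2G31070; 2 exons, chromosome 2, 13220478 to 13222642) had a log2 fold change of 1.80 ± 0.15, and TOE2 (AT5G60120; 8 exons, chromosome 5, 24207689 to 24211743) one of 1.60 ± 0.12. Among the HD-ZIP III genes, which encode homeodomain transcription factors, PHB (AT2G34710; chromosome 2, 14639323 to 14644355) rose most, from 2328 ± 197 to 5643 ± 748. Its log2 fold change was 1.27 ± 0.12, against 0.73 ± 0.09 for CNA (AT1G52150), 0.64 ± 0.08 for PHV (AT1G30490) and 0.52 ± 0.08 for REV (AT5G60690). AL6 (AT2G02470) and AL7 (AT1G14510) rose by log2 fold changes of 0.50 ± 0.08 and 0.47 ± 0.07.

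The other 5 genes of the list did not differ beyond the spread between replicates. The reference gene UBC21 (AT5G25760; 4 exons, chromosome 5, 8967655 to 8969369) had 632 ± 33.8 normalized counts in galls and 566 ± 43.0 in RC (adjusted p by limma 0.17). SPL9 (AT2G42200) had a log2 fold change of 0.49 ± 0.26 with an adjusted p of 0.15, and it was called once gall 1 was left out, at a log2 fold change of 0.78 and an adjusted p of 0.015. SPL10 (AT1G27370) had a log2 fold change of 0.15 ± 0.14 with an adjusted p of 0.40, and it too was called without gall 1, at 0.31 with an adjusted p of 0.030. HOLT (AT3G27150) had a log2 fold change of -0.16 ± 0.19, which changed sign to 0.04 without gall 2. ARF8 (AT5G37020) had a log2 fold change of -0.04 ± 0.13, which was 0.02 under quantile normalization and 0.11 without gall 1.

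**Figure D1:**
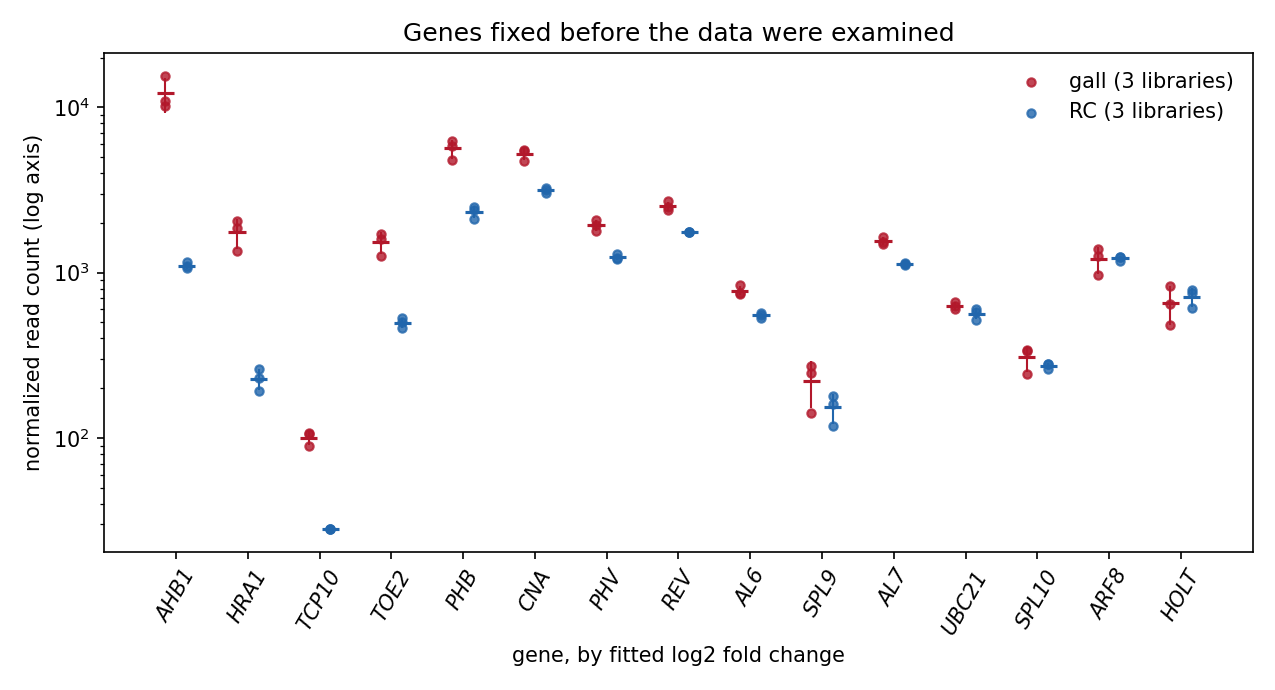
Normalized read count on a log axis for the 15 genes of the fixed list, ordered by fitted log2 fold change; points are single libraries (3 gall, 3 RC), horizontal bars are means and vertical bars are 1 SD. AHB1 lies at 12210.2 in galls against 1104 in RC, whereas the points of both groups overlap for ARF8 and HOLT.

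The third comparison asked which groups of genes moved together. From these libraries, the study had already reported on HD-ZIP III, DOF, histone, protein synthesis, cell wall and cellulose synthesis genes. It had also named AHB1 and HRA1, both in the hypoxia response set here, as induced. The calls of the matching sets are therefore not independent evidence. Of 24 sets tested by camera, 6 were higher and 6 were lower in galls at an adjusted p under 0.05. Under fry, 11 of these 12 sets were also called and the ribosomal proteins were not (adjusted p 0.12). The question differs: fry asks whether a set changes at all, and camera whether it changes more than the other genes. With the inter-gene correlation estimated from the data, none of the 12 held. A Wilcoxon rank test called all 12, but it takes genes as independent, so the calls depend on how far genes of a set are taken to vary together. The hypoxia response genes moved most, with a median log2 fold change of 2.69 and an adjusted p of 1.0e-09 by camera. Of its 13 genes, 12 were called higher, and the other was HRE1, named after its value was seen. SAD6 (AT1G43800) rose from 141 ± 27.2 to 6244 ± 1929, HRE2 (AT2G47520) from 7.21 ± 4.10 to 201 ± 56.2, and PDC1 (AT4G33070) from 439.8 ± 99.5 to 7262 ± 1397. Core histone genes had 36 members called higher and 1 called lower (HTA12, named after its value was seen) among 42 tested, a median log2 fold change of 0.69 and an adjusted p of 8.1e-12. AT1G09200 led by abundance among the 3 named members, from 500.0 ± 41.4 to 1161 ± 112, with AT3G53650 and AT5G59970 at log2 fold changes of 1.25 and 1.13. Histone genes belong to families of similar copies, and counts of single members are uncertain for that reason, although no exon window of these 3 was repeated exactly.

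Among the other sets that were higher, all 5 HD-ZIP III genes were called (REV, PHB, PHV, CNA and ATHB8; adjusted p 0.00046 by camera). DOF transcription factors had 14 genes called higher and 2 lower (AT4G00940 and AT5G65590, named after their values were seen) among 26, with an adjusted p of 0.00027. The largest increases among them were 2.77 for AT1G69570, 2.31 for AT5G02460 and 2.29 for AT1G28310 on the log2 scale. Ribosomal protein genes had 82 members called higher and 10 lower among 356, with a median log2 fold change of only 0.16 and an adjusted p of 2.8e-05 by camera. This call was lost under fry and after correction for exon length and GC content (adjusted p 0.13). Genes of RNA-directed DNA methylation had 7 members called higher and 1 lower (CLSY2, named after its value was seen) among 16, with a median of 0.39 and an adjusted p of 0.022 by camera. This call was lost without gall 3 (adjusted p 0.056), under edgeR's likelihood ratio test (0.0596) and under DESeq2 (0.054). DRM2 (AT5G14620), DMS3 (AT3G49250) and NRPD2 (AT3G23780) had log2 fold changes of 0.58 ± 0.09, 0.56 ± 0.11 and 0.48 ± 0.08.

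Genes of cell walls and specialised metabolism were lower in galls. Of 180 cell wall genes tested, 122 were called, 22 higher and 100 lower, so that 82.0% of the called genes were lower (median log2 fold change -0.64, adjusted p 4.1e-06 by camera). The decrease was not uniform: the extensin-like gene AT1G26240 and the arabinogalactan gene AT4G16980 had log2 fold changes of -3.25 ± 0.20 and -2.88 ± 0.45, while the pectin lyase-like gene AT4G13210 rose from 31.4 ± 7.24 to 216 ± 11.4. An exact second copy was found for 17.8% of the exon windows of AT1G26240, so its count is uncertain. Of 21 genes of the cellulose synthase family, 14 were called lower and 0 higher (adjusted p 0.00046), with CSLA14 (AT3G56000), CSLE1 (AT1G55850) and CESA4 (AT5G44030) at -2.25, -1.24 and -1.04. Sets can share genes: CESA4 is also in the xylem secondary wall set, so the calls of these sets are not fully separate evidence. Of 10 xylem secondary wall genes, 9 were called lower, with LAC17 (AT5G60020) at -1.76 ± 0.23 and LAC4 (AT2G38080) at -1.24 ± 0.21; the exception was XCP2. Of 9 endodermis and suberin genes, 7 were called lower and 0 higher (adjusted p 0.0042), and the others were ESB1 and MYB36, named after their values were seen. CYP86A1 (AT5G58860) fell from 4301 ± 1144 to 1781 ± 138. Cytochrome P450 genes had 20 members called higher and 71 lower among 142 (adjusted p 8.1e-05), and UDP-glycosyltransferases had 9 higher and 48 lower among 92 (adjusted p 0.00046).

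**Figure D2:**
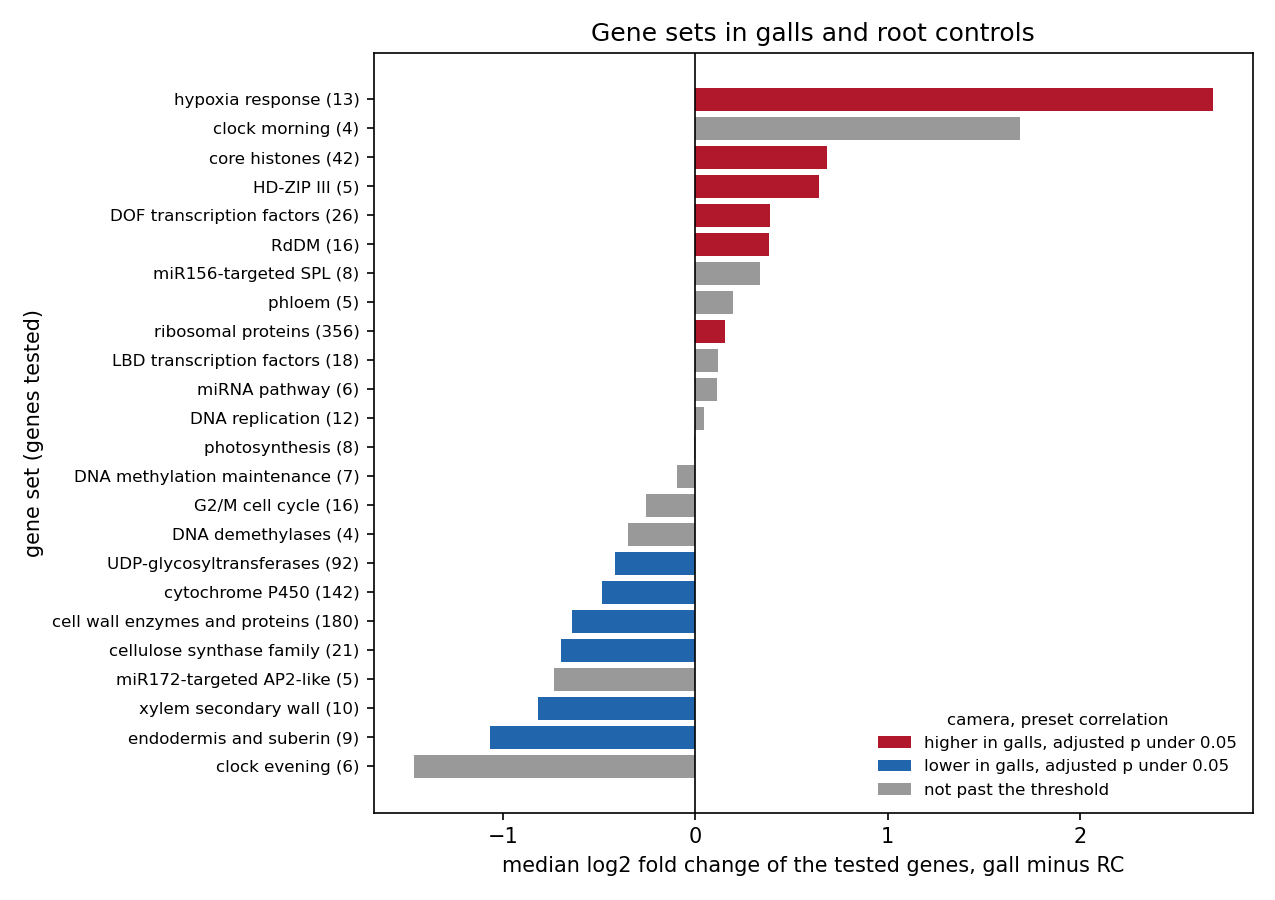
Median log2 fold change (gall minus RC) of the tested genes of each of 24 sets, with the number of genes tested in parentheses; colour gives the camera call at the preset correlation. The hypoxia response genes have the highest median (2.69), and both clock sets have large medians without being called. The median of the evening clock genes (-1.46) is -0.88 under DESeq2. The median of the photosynthesis genes (-0.01) turns positive under TMM (0.02) and quantile scaling (0.17).

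The remaining 12 sets were not past the threshold. The miR156-targeted SPL genes had a median log2 fold change of 0.33 with 2 of 8 genes called, SPL6 and, outside the naming rule, SPL4 (adjusted p 0.078). That set was called without gall 1 (adjusted p 0.00998), without RC 2 (0.043), without the low-value filter (0.021), under fry (0.046) and with DESeq2 on all genes with a read (0.040). It was also called in a rank test of fold changes, with (0.028) and without (0.047) correction for exon length and GC content, but not in the Wilcoxon rank test fixed beforehand (0.074). SPL15 of that set went the other way (log2 fold change -0.61, adjusted p 0.21) and was called lower without gall 2 (-1.01, adjusted p 0.024). SPL13A and SPL13B, a pair of near-identical copies, were among the 3 members of the set that were not tested. The miR172-targeted AP2-like genes moved apart, with TOE2 higher and AP2, TOE1 and, outside the naming rule, TOE3 lower (adjusted p 0.47). G2/M genes had a median of -0.26 with CDC20.2, CYCB1;3, PLE and, outside the naming rule, AUR1 called lower of 16 (adjusted p 0.19), and the set was called lower without gall 1 (0.013). The call of CYCB1;3 was lost in 5 of the 6 fits without 1 library, in edgeR's quasi-likelihood test (adjusted p 0.065), under TMM (0.055) and quantile (0.074) scaling, without the low-value filter (0.058) and without the intensity trend (0.063). An exact second copy was found for 27.8% of the exon windows of CDC20.2. DNA replication genes had 1 of 12 called, TSO2, which was not called without RC 2 (adjusted p 0.062), and a set adjusted p of 0.47. MCM5 was called higher without gall 3 (0.037). DNA methylation maintenance genes had SUVH6 called lower of 7 (set adjusted p 0.82), and that call was lost with any 1 library left out (adjusted p 0.0541 to 0.1295) and in all count tests. KYP of the same set was called higher under TMM scaling (0.048), by edgeR's quasi-likelihood (0.046) and likelihood ratio (0.047) tests and without gall 2 (0.025). DNA demethylases had DML2 and DML3 called lower of 4 (0.10; 0.046 by fry). The call of DML2 was lost without RC 2 (adjusted p 0.060) and without RC 3 (0.059), while DME (0.0503) was called without gall 3 (0.024) and with a pseudocount of 8 (0.0497). The miRNA pathway genes had AGO1 and HEN1 called higher of 6 (0.26), and AGO1 rose from 4920 ± 168 to 7530 ± 888. The call of HEN1 was lost in 5 of the 6 fits without 1 library, and DCL1 was called higher under quantile scaling (0.049) and without gall 1 (0.025). Phloem genes had PP2-A1 and NEN4 called higher and SEOR1 lower of 5 (0.57), and the call of NEN4 was lost with any 1 library left out (adjusted p 0.0792 to 0.131). That of PP2-A1 was lost in 4 of those 6 fits (0.0512 to 0.0809). LBD transcription factors had 6 called higher and 5 lower of 18 (0.40), with LOB (AT5G63090) rising from 48.6 ± 7.39 to 479 ± 53.1. Photosynthesis genes had 0 of 8 called by limma, 1 called in the authors' deposited table, and a set adjusted p of 0.66; their median was -0.01, their mean 0.01 and the direction of the test higher. DESeq2 on the recovered reads did call LHCB1.3 lower (adjusted p 0.0018) and RCA and PSBO1 higher (0.010 and 0.016), and edgeR's quasi-likelihood test called LHCB1.3 (0.048) and RCA (0.043). limma called RCA under TMM scaling (0.040), and both RCA and PSBO1 under quantile scaling (0.018 and 0.023) and without gall 1 (0.039 and 0.025), and RCA without RC 2 (0.046). It called LHCB1.3 without the intensity trend (0.042) and without gall 2 (0.041), so the calls of these 3 genes depend on the settings. Too few genes were left for other sets: 2 of 9 root hair genes were tested, PRP3 and RHD2, chosen after their values were seen, both lower in galls (adjusted p 0.042 and 0.00059), and 1 ZF-HD gene.

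Clock genes differed between replicates of the same group. These are genes of the circadian oscillator, with transcripts that peak in the morning (CCA1, LHY, RVE8 and PRR9) or towards the evening (TOC1, GI, ELF4, LUX, PRR3 and PRR5). LHY (AT1G01060; 9 exons, chromosome 1, 33365 to 37871) had 2573, 725 and 3735 normalized counts in galls 1, 2 and 3, and 157, 759 and 415 in RC 1, 2 and 3. ELF4 (AT2G40080; 1 exon, chromosome 2, 16734294 to 16734953) had 19.4, 1113 and 28.8 in the galls, and 1308, 262 and 608 in RC. Thus gall 2 lay among the RC libraries for both genes. The morning set had a median log2 fold change of 1.69 and an adjusted p of 0.057 by camera, which fell to 0.0027 without gall 2, to 0.018 without RC 2 and to 0.033 without the low-value filter. The evening set had a median of -1.46, against -0.88 with the fold changes of DESeq2. Its adjusted p by camera was 0.10, which fell to 0.00014 without gall 2. In a rank test of fold changes, both sets were past the threshold without correction for exon length and GC content (adjusted p 0.0026 and 0.00055) and with it (0.0023 and 0.0012). That test kept the preset inter-gene correlation of 0.01, but it ranks fold changes without regard to their spread between replicates. The Wilcoxon rank test fixed beforehand ranks limma's test statistics and treats genes as independent. In it, the morning set was past the threshold (0.037) and the evening set was not (0.088). The calls of LHY, CCA1 and RVE8 by limma (adjusted p 0.023, 0.017 and 0.029) were each lost without gall 1, gall 3, RC 1 or RC 3, with adjusted p-values of 0.0559 to 0.0972 in those fits. Of the evening genes, limma called only GI, named after its value was seen, which was lower in galls (log2 fold change -1.02, adjusted p 0.031). Without gall 2, limma also called ELF4 (log2 fold change -4.59, adjusted p 0.00069), LUX (-2.20, 0.00054) and PRR3 (-2.22, 0.0014) lower.

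**Figure D3:**
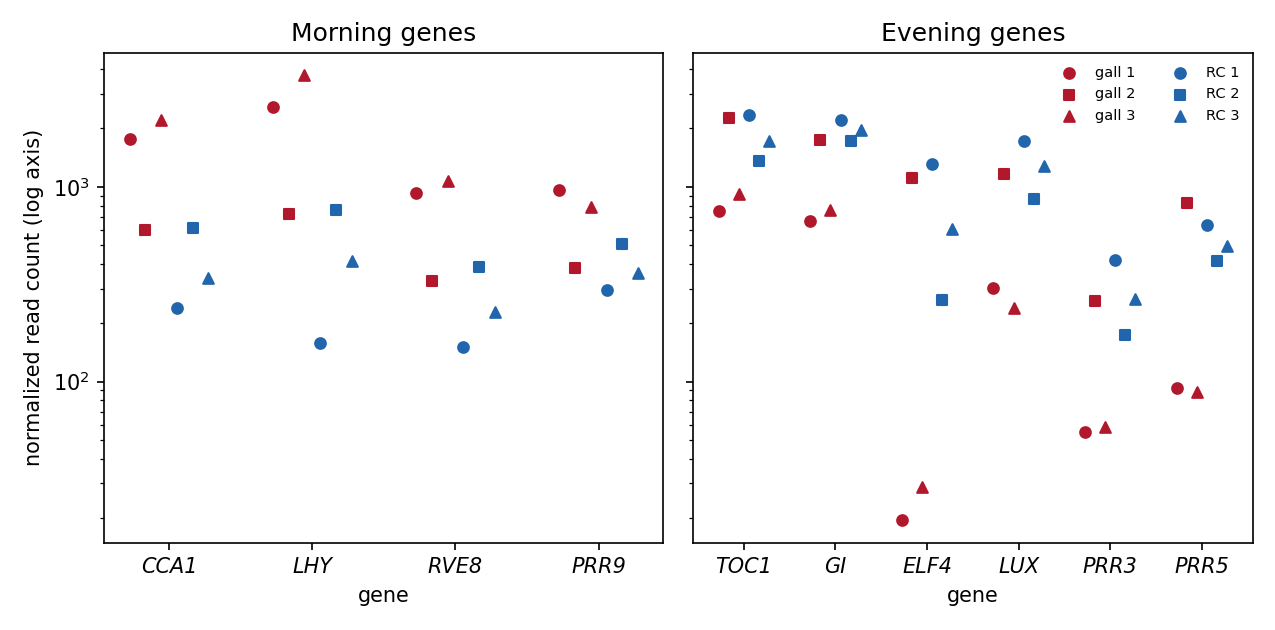
Normalized read count on a log axis of 4 morning and 6 evening clock genes in each library; colour gives the group (gall or RC) and the marker the replicate number. Gall 2 lies among the RC libraries for LHY and ELF4, whereas ELF4 is at 19.4 and 28.8 in galls 1 and 3.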

Values the study reported

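The study reported 8251 differentially expressed genes in galls at 14 dpi against control roots, of which 3579 were upregulated. It reported that 84.9% of the genes in its cell wall category were downregulated at 14 dpi.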

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

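The tests in this part were chosen only after the result was seen. The authors' deposited table holds a positive mean normalized count for genes without reads here, which is a signal outside the comparisons above. There were 472 such genes, with 0 reads in all 6 libraries, and the largest of their means in the authors' deposited table was 13.5. No gene with reads here had a mean of 0 there.

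The tables argue against an unrelated or row-shifted table. The log2 fold changes in the authors' deposited table differed from the ratio of the 2 group means by a median of 0.000423 over 17245 genes. A further explanation is that the fit behind the authors' deposited table held libraries beyond these 6, which may have raised the mean. If so, genes silent in the added libraries would all sit at one fixed ratio of that mean to the 6-library mean, with none below it. Of 27006 genes with reads, 2986 sat at a ratio of 0.5 within a tolerance of 1e-06, and 0 lay below it. That ratio is what a mean over 12 libraries gives, 6 of them not analysed here. The size factors implied by the deposited values had a geometric mean of 1.67, against 1.00 for DESeq2 on the 6 libraries alone. Which libraries were added stays open, and no biological explanation was tested. The relative scaling of the 6 libraries moved little in size: the ratio of implied to recomputed size factors varied by a factor of 1.02 between libraries. The variation fell by group, with 1.666 to 1.683 in galls and 1.644 to 1.654 in RC. The deposited scaling thus sets galls slightly lower against RC, which bears on the balance between higher and lower genes.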

How the results depend on the processing

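The clock covariate, DESeq2 on all genes with a read, and the rank test without correction were chosen only after the data were seen. Leaving those aside, the number of changed genes stayed within 1.5 times of 8421 under every alternative other than the stricter threshold. At an adjusted p under 0.01, 4786 genes were called, 1994 higher and 2792 lower, because the threshold itself is stricter. With 1 library left out, 6240 to 7784 genes were called. Genes at least 2-fold higher numbered 1397 without the low-value filter and 562 at a mean of at least 50, against 862, since the filters change which low genes are tested. The overlap with the authors' deposited table fell to 4475 genes at 0.01 in both. With a clock index as covariate, 4475 genes were called, 1770 higher and 2705 lower; that this equals the overlap is a coincidence of separate counts. With an estimated inter-gene correlation, 0 sets were higher and 0 lower, against 6 and 6 by camera with its preset correlation and 6 and 7 by fry.

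The values gave little sign that replicate numbers pair the libraries: the deviations from the group means correlated by -0.026, -0.169 and 0.110 for the pairs numbered 1, 2 and 3. The study describes 3 independent experiments, and the labels do not say whether equal numbers share one. Pairing by design therefore stays open. With the replicate block, limma called 7506 genes and 6 sets in each direction. With it, SPL9 (adjusted p 0.031), DME (0.033), RCA (0.023) and PSBO1 (0.048) became called, and CYCB1;3 (0.058), SUVH6 (0.079), HEN1 (0.084), NEN4 (0.082) and RVE8 (0.057) were no longer called.

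Leaving the clock covariate aside, the named genes that changed direction, ARF8 and HOLT, had log2 fold changes near 0. With that covariate, 5 of the 10 clock genes it is built from changed sign, ELF4 most (from -2.76 to 1.01). ARF8 turned to 0.02 (0.0161) under quantile normalization and to 0.01 (0.00695 and 0.00688) under edgeR's quasi-likelihood and likelihood ratio tests, with a range of -0.15 to 0.11 (0.114) over left-out libraries. HOLT ranged from -0.35 to 0.04 (0.0425) over left-out libraries. Among sets, adjusted p-values under the reversed direction were 0.547 for DNA methylation maintenance after length and GC correction, with or without the block, and 0.969 and 0.980 for LBD genes without the low-value filter and at a mean of at least 50. Over left-out libraries the adjusted p ran from 0.632 to 0.994 for DNA methylation maintenance, from 0.115 to 0.998 for DNA replication and from 0.251 to 0.941 for photosynthesis, each reversed in 1 fit. The cause was not tested.

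Depth limits the genes near 0: the fitted log2 fold change of AT1G12805 ran from 6.01 to 12.95 over the alternatives, because RC had 0 reads.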

Other observations

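The tests in this part were chosen only after the results were seen, except that the length and GC correction of the gene sets was fixed beforehand; its use to weigh an explanation was chosen after. Of the 10 ways to split the 6 libraries into 3 and 3, 1, the real one, gave as many as 8421 changed genes by limma, and each of the other 9 gave 0. With 10 splits the share cannot fall below 1 in 10, so chance in the grouping cannot be excluded by this count alone.

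The clock genes varied between replicates far more than other genes. The median SD of the 10 clock genes on the log2 scale was 1.11 among galls and 0.57 among RC libraries. It lay above 100% of 10000 random lists of like mean expression in both groups, with 0.29 and 0.23 as the highest medians of those lists, which argues against a spread that genes of like expression share. A candidate explanation is that libraries were collected at different times of day. It predicts that morning and evening genes deviate in opposite directions among replicates of one group. After the group means were removed, the mean of the 4 morning genes and that of the 6 evening genes correlated at r = -0.945 over the 6 libraries (exact permutation within groups, two-sided p 0.056; Spearman's rho -0.771, p 0.11). Only 36 permutations exist, and r was -0.730 without the 2 libraries farthest from the median. The test did not pass 0.05. Any difference in clock phase would give this sign, whatever its cause, so the correlation cannot tell collection time from another difference in the clock between pools. Gall formation would not account for the spread among RC libraries, where LHY ran from 157 to 759.

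A difference in clock state might carry into the gall and RC comparison, because the clock index (mean log2 of morning genes minus that of evening genes) correlated with the group at 0.698. With this index as covariate, 4475 genes were still called for the group, 4197 of them called without it with the same sign, so clock state as the whole cause is argued against. The fall from 8421 does not measure how many calls come from the clock. When the index was permuted within groups, 3123 to 7407 genes were called, and 24 of the 36 permutations, the real order included, gave as few as 4475. The index itself was called for 106 genes, 96 of them outside the 10 clock genes. Exchanging galls 1 and 3, whose index values were close (3.15 and 3.23), gave 99. Every other permutation gave at most 2. All 12 hypoxia genes called without the index were called with it: AHB1 had a log2 fold change of 3.30 and PDC1 one of 4.22 with the index. CCA1, LHY and RVE8 were not called with it, at adjusted p-values of 0.064, 0.23 and 0.30 by limma, but the index is built from these genes.

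Core histone and ribosomal protein genes are short, with median exon lengths of 836 and 1008 bases (1007.5) against 1782 for all tested genes, so a better recovery of short or GC-poor transcripts from galls may raise both. Genes matched on length, GC content and expression also had positive medians, 0.13 beside the histones and 0.10 beside the ribosomal proteins. After correction for length and GC, the histones stayed past the threshold in a rank test (adjusted p 4.2e-09), which argues against that trend as the whole cause. The ribosomal proteins went from 5.4e-05 without correction to 0.127 with it, as a length or GC trend would give, with a median log2 fold change of 0.16. A biological difference between galls and RC in histone transcripts stays a hypothesis. The replication genes did not move with the histones: their median log2 fold change was 0.05, and that of G2/M genes was -0.26, although the difference between sets was not tested.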
